# Yeast‐based reporter assay system for identifying the requirements of intramembrane proteolysis by signal peptide peptidase of *Arabidopsis thaliana*

**DOI:** 10.1002/2211-5463.12936

**Published:** 2020-08-07

**Authors:** Kenta Kusunoki, Masako Hoshi, Tomoko Tamura, Tatsuya Maeda, Keiko Abe, Tomiko Asakura

**Keywords:** endoplasmic reticulum, helix breaker, intramembrane cleavage, signal peptide peptidase, yeast‐based reporter assay

## Abstract

Signal peptide peptidase (SPP) is an aspartic protease with two active sites, YD and GXGD, in the transmembrane domain. SPP cleaves signal peptides, and the released fragments play key roles in the immune system, embryo development and protein turnover in cells. Despite SPP having an important function, a general system to identify the requirements of intramembrane proteolysis by SPP has not been developed because proteolysis occurs in the membrane. In this study, we first established a reporter assay system in yeast to verify the cleavage activity of the *Arabidopsis thaliana* SPP (AtSPP). Next, we screened candidate substrates of AtSPP from *A. thaliana* pollen and roots. In the pollen, 13 signal peptides with 'pollen' and 'cell wall' as gene ontology terms were selected. In the roots, mutants overexpressing AtSPP were constructed, and gene expression changes were compared with the wild‐type. Nine signal peptides expressed in the roots were selected. Then we used the candidate substrates in our reporter assay system to determine the requirements for proteolysis by AtSPP. Fifteen of 22 signal peptides were cleaved by AtSPP. The absence of the positively charged amino acids, His and Lys on the C terminus of the signal sequence, was observed in cleaved substrates. Moreover, mutation of a helix breaker‐to‐Leu substitution in the intramembrane region in substrates prevented cleavage by AtSPP. These results indicated that substrates of AtSPP required the helix breaker structure to be cleaved.

**Abbreviations**
ADE2: adenylosuccinate synthetase
AtSPP: *Arabidopsis thaliana* signal peptide peptidase
ER: endoplasmic reticulum
ERAD: endoplasmic reticulum‐associated degradation
Gal4: galactose‐responsive transcription factor
gpUL40: glycoprotein UL40
HCMV: human cytomegalovirus
HIS3: imidazole‐glycerol phosphate dehydratase
HsSPP: human signal peptide peptidase
MHC: major histocompatibility complex
OsSPP: *Oryza sativa* signal peptide peptidase
SD‐LW: synthetic defined medium lacking Leu and Trp
SPP: signal peptide peptidase

Signal peptide peptidase (SPP), EC3.4.23.B24, which belongs to the intramembrane‐cleaving proteases, is a multitransmembrane aspartic protease, localized in the endoplasmic reticulum (ER), and having YD and GXGD motifs as the active sites in the transmembrane domain [1]. SPP cleaves several type II membrane signal peptides, where the location of the N termini is in the cytosol and the C termini is in the lumen [2]. SPP is expressed in human [1], zebrafish [3], *Drosophila* species [4], malaria [5], yeast [6] and plants, such as *Arabidopsis thaliana* [7] and *Oryza sativa* [8].

Regulated intramembrane proteolysis by SPP plays crucial roles in biological processes [9]. For example, human SPP (HsSPP) cleaves the signal peptide of the major histocompatibility complex (MHC) class I molecule, and the C‐terminal peptide‐epitope is transported to the cell surface as an immunogenic peptide–MHC class I complex, which is inspected by the T cell receptor [1, 10]. Proteolysis by SPP is also linked to protein degradation [11] and canceration [12]. In mice, the SPP substrates unique to mice and the functions of the cleaved fragments have not been discovered because SPP knockout leads to embryonic lethality [13]. Those of *A. thaliana* have also not been discovered because of lethality caused by pollen tube elongation disorder [14]. These findings indicate that SPP plays basic and essential roles in cells. Just as in mice, none of the substrates of *A. thaliana* SPP (AtSPP) have been discovered in plants. Our previous study showed that *AtSPP* is strongly expressed in the shoot meristem and the epidermis of the radicle [7]. SPPs in rice [*Oryza sativa* SPP (*OsSPP*)] are also expressed in the shoot apex [8]. In those tissues, cell division and cell elongation are promoted. The intracellular localization of both AtSPP and OsSPP is in the ER [7, 8]. Our group also showed that SPP possesses proteolytic activity [15]. Although AtSPP is required for pollen tube elongation [14], the functions of the fragments cleaved by SPP in plants are unclear. Furthermore, general systems to verify the requirements of intramembrane proteolysis by SPP have not been developed because of the two‐step regulated proteolysis and because proteolysis occurs in the membrane.

Because some peptide fragments would have a function after cleavage by SPP, construction of a handy assay system to identify the proteolytic activity in SPP could contribute to the following: (a) a better understanding of the enzymatic properties of SPP, including enzymatic activity and requirements for intramembrane proteolysis; (b) identification of the substrates; and (c) understanding the physiological function of processed substrates. In this study, we first constructed a yeast‐based reporter assay system (Fig. 1) to verify the cleavage activity of AtSPP. Next, we screened candidate substrates of AtSPP from the pollen and roots in *A. thaliana*, and then investigated whether the candidate substrates were cleaved by AtSPP, using the constructed reporter assay system. Furthermore, we identified the requirements of intramembrane proteolysis with mutant substrates.

**Fig. 1:**
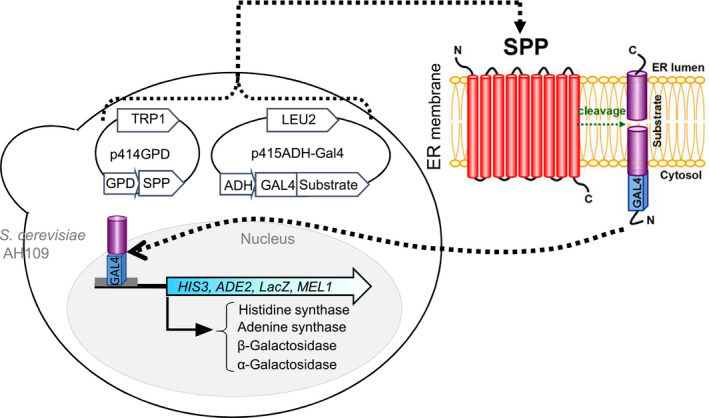
The design of the reporter assay system expressing SPP and its substrate in yeast. Two proteins (SPP and one of the candidate substrates) were expressed from the p414GPD vector and the p415ADH‐Gal4 vector, respectively. In the *Saccharomyces cerevisiae* *Δspp* mutant, *ADE2*, *HIS3*, *LacZ* and *MEL1* reporters were activated only when a candidate substrate was cleaved by SPP; then the N‐terminal Gal4 fused fragment was released into the nucleus and bound to the Gal4‐responsive promoter.

## Materials and Methods

### Construction of expression plasmid vectors

The plasmid vector, p414GPD, was used to express SPPs. The full‐length AtSPP (UniProtKB; O81062) and HsSPP (UniProtKB; Q8TCT9) were cloned into the vector using *Bam*HI and *Eco*RI sites. Insertion of point mutation in the active sites (D198A, D239A) in AtSPP was carried out by inverse PCR using KOD‐plus‐neo (TOYOBO). PCR primers are described in Table S1. The p415ADH vector was used to coexpress AtSPP with the candidate substrates in yeast. *Galactose‐responsive transcription factor* (*Gal4*) was amplified by PCR using pGADT7 AD (Clontech, CA, USA) as a template and ligated into the p415ADH vector using *Spe*I and *Bam*HI sites. The constructed vector was named p415ADH‐Gal4. The signal peptide sequence of human cytomegalovirus glycoprotein UL40 (HCMV gpUL40, P16780) was synthesized by TAKARA Bio Co. Ltd., Shiga, Japan. The single‐strand DNA of the signal peptide sequence of bovine prolactin, preprolactin (UniProtKB; P01239), was synthesized by Eurofins Genomics Co., Ltd. PCR was performed using the earlier fragments as templates. The PCR primers are shown in Table S1. Subsequently, the signal peptide sequences were fused at *Bam*HI and *Hind*III sites in the p415ADH‐Gal4 vector.

### Screening and cloning of genes encoding candidate substrates of AtSPP

#### Screening from pollen

Because the SPP knockout in *A. thaliana* is lethal because of pollen tube elongation disorder [14], genes containing the terms ‘pollen’ and ‘cell wall’ in the gene ontology were selected using The *Arabidopsis* Information Resource (http://www.arabidopsis.org/), and then genes encoding transmembrane proteins and having signal peptides at the 5′‐terminal region were selected using SignalP (http://www.cbs.dtu.dk/services/SignalP/). Details are described in Fig. S1.

#### Screening from the roots

We constructed the AtSPP‐overexpressed lines and performed DNA microarray analysis. Next, genes encoding single‐pass transmembrane proteins were selected using ATTED‐II (http://atted.jp/), and then genes expressed in the roots and having signal peptides were selected. Details are described in Fig. S2.

#### Cloning

Nineteen cDNA clones out of the selected 22 candidate substrates (AT2G06850, AT5G49360, AT1G65590, AT5G07410, AT1G69940, AT3G26720, AT5G25460, AT5G11420, AT4G25900, AT5G21100, AT5G12950, AT4G32460, AT4G33720, AT2G46330, AT4G25810, AT5G61790, AT5G64100, AT5G42020, and AT3G05490) were purchased from the RIKEN BRC through the National Bio‐Resource Project of the MEXT, Japan. The cDNA clone of AT5G54570 was purchased from the *Arabidopsis* Biological Resource (ABRC, Ohio State University). To amplify genes of AT4G12510 and AT1G54000, we extracted RNA from roots of *A. thaliana* using the RNeasy Plant Mini kit (QIAGEN) and synthesized the cDNA using the SuperScript First‐Strand Synthesis System (Thermo Fisher Science) according to each manufacturer’s protocol. The signal peptide sequences of the 22 genes were amplified by PCR using ExTaq (TAKARA Co., Ltd) with the sense and antisense primers as described in Table S2. The PCR products were fused into *Bam*HI and *Hind* III sites in the p415ADH‐Gal4 vector.

### Production of candidate substrates having mutations within the peptides

To insert a point mutation into genes encoding a candidate substrate of AtSPP, we carried out inverse PCR using KOD‐plus‐neo with the sense and antisense primers as described in Table S3. The products were subcloned into p414GPD with the ligation Kit version 2.1 (TAKARA Co., Ltd).

### Cell culture and the yeast‐based reporter assay

The yeast‐based reporter assay system was derived from a previous paper [16]. *Saccharomyces cerevisiae* strain AH109 Δ*spp* (Δ*YKL*100c; P34248) was made by recombination using KanMX4 from strain AH109 [*MATa, trp1‐901, leu2‐3, 112, ura3‐52, imidazole‐glycerol phosphate dehydratase (his3)‐200, gal4Δ, gal80Δ, LYS2::gal1_UAS_‐GAL1_TATA_‐HIS3, GAL2_UAS_‐GAL2_TATA_, ura3::MEL1_TATA_‐lacZ*] to avoid endogenous protease activity. Yeast transformation was performed using Frozen‐EZ Yeast Transformation II (Zymo Research) to introduce the p414GPD vector containing *AtSPP* or *HsSPP*, and the p415ADH‐Gal4 vector containing genes encoding candidate substrates. The products were selected on synthetic defined medium lacking Leu and Trp.

### The yeast spotting assay

The transformed cells were incubated in yeast extract–peptone–dextrose (YPD) medium overnight at 30 °C on a shaker at 300 rotations per minute (rpm), and then the cells were prepared to yield an *A*_600_ of 1 (10^7^ cells·mL^−1^). Subsequently, the cells were diluted to an *A*_600_ of 0.1, 0.01 and 0.001 with sterilized water. Then 5 μL of each culture was spotted on selection synthetic defined medium lacking adenine, His, Leu and Trp containing 20 mg·mL^−1^ X‐α‐gal (TAKARA) and incubated at 30 °C for 3 days. pCL1 [17] was used as a positive control plasmid encoding the full‐length GAL4.

### β‐Galactosidase assay

Colonies on selection synthetic defined medium by the yeast spotting assay were inoculated into 5 mL YPD medium and then incubated at 30 °C on a shaker at 300 rpm. The solution was diluted to yield an *A*_600_ of 0.05 (5 × 10^5^ cells·mL^−1^) with sterilized water. Then 50 μL of cells was added to the mixed solution, which was made of 2 μL Gal‐Screen buffer A and 48 μL Gal‐Screen buffer B in Gal‐Screen System (Applied Biosystems). After incubation of the mixture at 30 °C for 1 h, 75 μL of the mixture was placed in a microplate in a Centro XS3 LB960 (Berthold Technologies), and the luminescence was measured for 0.1 s·well^−1^. The amount of β‐galactosidase corresponding to cleavage enzyme activity was calculated using a standard curve, which was generated with β‐galactosidase (TOYOBO). The results were expressed as the mean ± standard error. Statistical analysis was performed with JMP software (Ver. 12). A statistical difference was determined using a two‐sided Welch’s *t*‐test, and a difference with *P* < 0.05 was considered significant.

## Results

### The detection of AtSPP protease activity by a yeast‐based reporter assay system

Figure 1 shows the design of the yeast‐based reporter assay system in this study. Four genes encoding *HIS3*, adenylosuccinate synthetase (*ADE2*), β‐galactosidase‐expressing *lacZ* and α‐galactosidase‐expressing *MEL1* were controlled by Gal4. When the substrate was cleaved by SPP, the N termini of the fragment that was conjugated to Gal4 were released, moved to the nucleus and then bound to the Gal4‐responsive promoter. Finally, genes controlled by the promoter were expressed.

Preprolactin is known as a classical substrate of HsSPP. First, we tested the validation of the reporter assay system for the detection of protease activity using recombinant vectors containing *HsSPP* in p414GPD and *preprolactin* in p415ADH. AH109 cells were transformed with those vectors and grown on X‐α‐gal medium lacking Leu and Trp. Compared with the vector not containing *HsSPP*, the amount of β‐galactosidase produced was significantly higher in yeast transformed with the p414GPD vector containing *HsSPP* (Fig. 2A). Because the reporter assay system worked well, we replaced the *HsSPP* gene with the *AtSPP* gene in the p414GPD vector to confirm the protease activity of AtSPP in the assay system. As shown in Fig. 2B, blue colonies were observed when α‐galactosidase expression was induced by Gal4. The amount of β‐galactosidase in cells growing on a synthetic defined medium lacking adenine, His, Leu and Trp containing X‐α‐gal was 1.8 times higher than that in cells transformed with the vector control. AtSPP contains two active sites, D198 and D239. We substituted the two aspartic acids with Ala, and the resulting AtSPP mutant, AtSPP^D198A,D239A^, was tested for processing of preprolactin. The amount of β‐galactosidase produced in cells containing the mutant AtSPP was not different from cells containing the vector control (Fig. 2C).

**Fig. 2:**
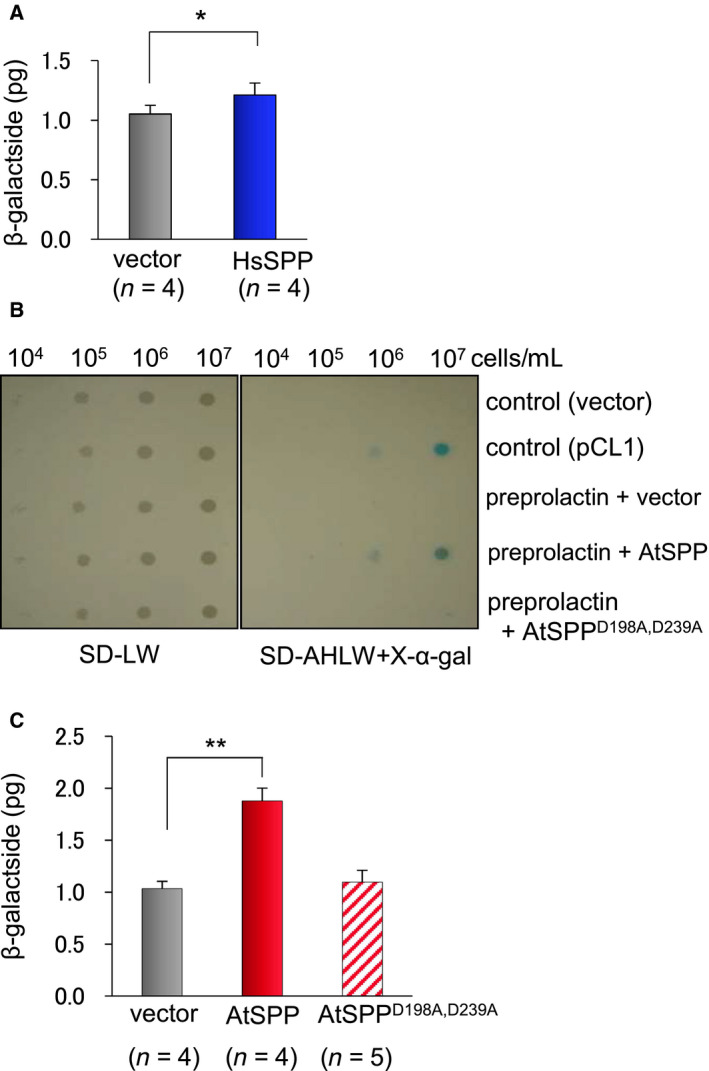
Quantification of signal peptide processing. (A, C) Processing of signal peptides was investigated in the yeast‐based reporter assay and quantified as the amount of β‐galactosidase. Gray bars indicate the amount of β‐galactosidase when the p414GDP vector not containing *AtSPP/HsSPP* was used as a control. The blue bar (A) and the red bar (C) indicate the amount of β‐galactosidase when the p414GDP vector containing *HsSPP* or *AtSPP* was used to cleavage preprolactin. The striped bar indicates the p415ADH‐Gal4 vector containing mutant AtSPP. Results are expressed as the mean ± SEM of four (A) or five (C) trials. The results were analyzed by the two‐sided Welch’s *t*‐test. Asterisks indicate a significant difference of *P < 0.05 and **P < 0.001. (B) Spot assay on the selection medium. The right panel shows colonies on synthetic defined medium containing X‐α‐gal and lacking Ala, His, Leu and Trp. The left panel shows colonies on synthetic defined medium lacking Leu and Trp. pCL1 is a positive control plasmid encoding the full‐length GAL4. Blue colonies are observed when α‐galactosidase expression is induced by GAL4, following secretion of α‐galactosidase from AH109 cells.

Signal peptides have a three‐domain structure: an amino‐terminal positively charged region (n‐region, 1–5 residues); a central, hydrophobic part (h‐region, 7–15 residues); and a more polar C‐terminal domain (c‐region, 3–7 residues) [18]. It is known that a disruption of the h‐region either by a charged amino acid or helix breaker leads to a change in the rate of proteolysis [18]. Lemberg [19] described the HCMV gpUL40 that contains two Arg residues (RIR) at the end of the h‐region in the signal peptide (gpUL40^R31IR33^); this signal peptide is not processed by SPP. But they also report that the substitution of those Arg to Thr in the HCMV gpUL40 signal peptide, gpUL (gpUL40^T31IT33^), allowed cleavage by HsSPP. In accordance with that information, we performed the yeast‐based reporter assay using gpUL40^T31IT33^ as an artificial substrate of AtSPP. We observed the significant increase of β‐galactosidase for gpUL40^T31IT33^ as a control and confirmed that the mutant was cleaved by AtSPP (Fig. 3, red striped bar). In accordance with the earlier results, we concluded that the yeast‐based reporter assay system was able to verify the requirements for AtSPP proteolysis.

**Fig. 3:**
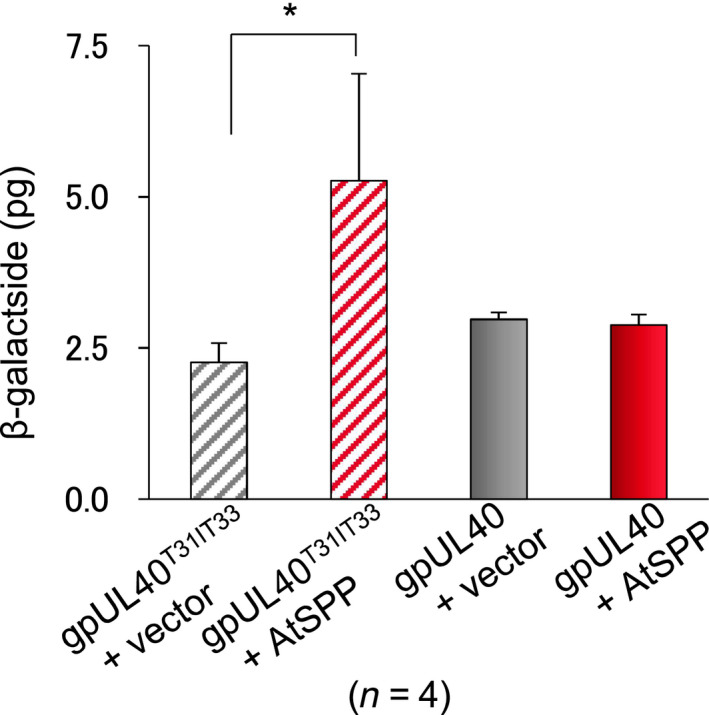
Processing of artificially mutated substrates by AtSPP. Processing of mutated signal peptides was investigated in the yeast‐based reporter assay and was quantified as the amount of β‐galactosidase. Gray bar indicates the amount of β‐galactosidase when the p414GDP vector not containing *AtSPP* was used as a control. Red bar indicates the amount of β‐galactosidase when the p414GDP vector containing *AtSPP* was used to cleavage gpUL40/gpUL40^T31IT33^. The striped bars indicate the p415ADH‐Gal4 vector containing mutant gpUL40. Results are expressed as the mean ± SEM of four trials. The results were analyzed by the two‐sided Welch’s *t*‐test. *P < 0.05.

### Screening candidate substrates of AtSPP

As shown in Table 1, 13 signal peptides associated with pollen function were selected from 212 genes containing the terms ‘pollen’ and ‘cell wall’ in the gene ontology (Fig. S1).

**Table 1:** Signal peptide sequences of candidate substrates of AtSPP. Asterisks indicate signal peptides that were cleaved by AtSPP.

Localization: pollen		
AGI code	Signal peptide sequence	
AT2G06850	NH_2_‐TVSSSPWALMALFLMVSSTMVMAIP‐COOH	*
AT5G49360	NH_2_‐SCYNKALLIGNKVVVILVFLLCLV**H**SSES‐COOH	
AT1G65590	NH_2_‐RGSGAKIAGVL**[P]**LFMLFIAGTISA‐COOH	*
AT5G07410	NH_2_‐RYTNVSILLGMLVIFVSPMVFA‐COOH	*
AT1G69940	NH_2_‐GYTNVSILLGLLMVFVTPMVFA‐COOH	*
AT5G54570	NH_2_‐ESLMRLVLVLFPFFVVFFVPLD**H**VSS‐COOH	
AT3G26720	NH_2_‐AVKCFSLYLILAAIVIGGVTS‐COOH	*
AT5G25460	NH_2_‐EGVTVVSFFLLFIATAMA‐COOH	*
AT5G11420	NH_2_‐KGG**[S]**L**[S]**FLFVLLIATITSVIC‐COOH	*
AT4G25900	NH_2_‐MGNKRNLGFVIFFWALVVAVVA‐COOH	*
AT5G21100	NH_2_‐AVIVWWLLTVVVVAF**H**SASA‐COOH	
AT5G12950	NH_2_‐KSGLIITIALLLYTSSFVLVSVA‐COOH	*
AT4G32460	NH_2_‐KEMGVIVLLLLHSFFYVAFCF‐COOH	
Localization: roots		
AGI code	Signal peptide sequence	
AT4G33720	NH_2_‐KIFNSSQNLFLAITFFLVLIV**H**LKA‐COOH	
AT2G46330	NH_2_‐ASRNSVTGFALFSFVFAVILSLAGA‐COOH	*
AT4G25810	NH_2_‐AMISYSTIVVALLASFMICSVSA‐COOH	*
AT5G61790	NH_2_‐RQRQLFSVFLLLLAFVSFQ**K**LCYC‐COOH	
AT5G64100	NH_2_‐GRGYNLLFVLV**[T]**FLVLVAAVTA‐COOH	*
AT5G42020	NH_2_‐ARSFGAN**[S][T]**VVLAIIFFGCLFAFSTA‐COOH	*
AT3G05490	NH_2_‐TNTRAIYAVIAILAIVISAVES‐COOH	
AT4G12510	NH_2_‐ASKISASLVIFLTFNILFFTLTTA‐COOH	*
AT1G54000	NH_2_‐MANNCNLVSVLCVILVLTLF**H**NPITVAG‐COOH	*

Underbar Indicates positively charged residues located in the c‐region.

Brackets indicate helix breaker amino acid mutated in this experiment.

To select the candidate substrates expressed in the roots, *we* first detected the strong expression of AtSPP in the root (*Arabidopsis* eFP Browser and Tamura et al. [7]). Despite the unique expression, no substrate expressed in the root has been revealed. We then focused on an article [20] that describes the fragment of heme oxygenase 1 cleaved by HsSPP that was transported to the nucleus and enhanced the proliferation and migration of cancer cells. This report led us to consider that mutant lines of AtSPP could change the expression levels of substrates. Therefore, we constructed the AtSPP knockdown and overexpressed lines, and performed DNA microarray analysis. 

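The microarray experiment compared AtSPP-overexpressed lines, which carry the full-length AtSPP under the CaMV 35S promoter, AtSPP knockdown lines, which carry an RNAi construct against AtSPP, and the parental strain Col-0. RNA of 7-day-old seedlings grown on 0.8% agar was pooled from 20 plants per sample and hybridized to 1 Affymetrix ATH1 array per sample, so that each group had 3 arrays. The 3 arrays of each transgenic group were taken to come from the numbered lines of Figs S3 and S4, 1 line each, which nothing states. For the 3 Col-0 samples nothing states more than separate pools of plants, so p-values measure the spread between these samples, which may be partly technical.
The authors normalized the 9 arrays with the distribution free weighted (DFW) algorithm in R. The deposited values had a median of 6.30 on each array and were taken to be on a log2 scale, although the base of the log is not given in the sources used here. DFW moves the arrays together wherever they differ little: the median SD of a probe set over the 9 arrays was 5.38e-06, and 69 of 22746 probe sets had an SD above 0.01. A difference between groups is therefore in DFW units and is not a log2 fold change; it is given here with its standard error and, where useful, with the rank of its size among all probe sets. Scanner intensities were not used here, so the signal over background is unknown and the number of arrays limits the precision.
From these values, 64 control probe sets were left out and the other 22746 were compared with limma, in 1 fit over the 9 arrays, and with rank products on the 6 arrays of a line and Col-0. Of the probe sets, 13513 are paired with 1 gene in the platform annotation, 503 with several and 8730 are not listed there and stay unnamed. Both tests count probe sets, and genes are named only from those paired with 1 gene.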

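AtSPP (AT2G03120), the gene for signal peptide peptidase, was higher in all 3 AtSPP-overexpressed arrays and lower in all 3 AtSPP knockdown arrays than in any Col-0 array. Its DFW signal was 8.19 ± 0.035 (SD, n = 3) in the AtSPP-overexpressed lines, 7.93 ± 0.0096 (SD, n = 3) in the knockdown lines and 7.97 ± 0.011 (SD, n = 3) in Col-0. The increase of 0.22 (standard error 0.017, limma adjusted p = 0.014) ranked 3rd by size among the 22746 probe sets. The knockdown difference of -0.048 (standard error 0.017) ranked 34th in its comparison and did not pass (limma adjusted p = 0.125). GI, which encodes the clock protein GIGANTEA, fell in the AtSPP-overexpressed lines by 0.0060 (standard error 4.20e-04, limma adjusted p = 0.0134), but not past the threshold with the 6 arrays of that comparison alone, with the replicate number as a block, or without Col-0 replicate 1 or 2 (adjusted p up to 0.064 with 1 array left out). It also differed between the AtSPP-overexpressed and knockdown lines (limma adjusted p = 0.00297). PDC2, which encodes a pyruvate decarboxylase, fell by 4.30e-04 in the AtSPP-overexpressed lines (limma adjusted p = 0.0134) but not past the threshold with the 6 arrays alone, with the block or after quantile normalization (adjusted p = 0.173 for the last). In the knockdown lines its difference was 1.18e-04 (limma adjusted p = 0.0366), which turned to -4.34e-04 after centring on the array medians.
Over all probe sets, 124 differed between the AtSPP-overexpressed lines and Col-0 at a limma adjusted p under 0.05, of which 68 were higher and 56 lower. Between the knockdown lines and Col-0 3072 differed, 1493 higher and 1579 lower. Between the AtSPP-overexpressed and knockdown lines 986 differed, 515 higher and 471 lower in the AtSPP-overexpressed lines. In both comparisons with Col-0, 59 probe sets were higher, 44 were lower and 3 went in opposite directions. Independent lists of these lengths would share 4.46 higher and 3.89 lower probe sets, but the comparisons share the 3 Col-0 arrays, and 100 simulations of unchanged groups that share them gave a mean of 0.6 and at most 60 in the same direction. In these simulations limma called 20.81 probe sets on average, and at most 1907, in the AtSPP-overexpressed comparison. A count above 124 can therefore arise without a change. The 103 called in the same direction were 0 with the replicate number as a block, and from 4 without Col-0 replicate 2 to 43 without AtSPP-overexpressed replicate 1.
The count of 124 was 0 with the 6 arrays of that comparison alone (2537 at an unadjusted p under 0.05), 2 with the replicate number as a block, and from 5 without Col-0 replicate 2 to 51 without AtSPP-overexpressed replicate 1, and the adjusted p of AtSPP was 0.106 with the 6 arrays, 0.0568 with the block, 0.0712 without Col-0 replicate 1 and 0.081 without Col-0 replicate 2, in a range from 4.94e-05 to 0.106. Centring on the array medians, which moved the median difference by more than most differences, gave 126 higher and 228 lower for the AtSPP-overexpressed lines, 380 higher and 21996 lower for the knockdown lines, and 21862 higher and 293 lower between them, where quantile normalization gave 1963 higher and 416 lower.

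**Figure D1:**
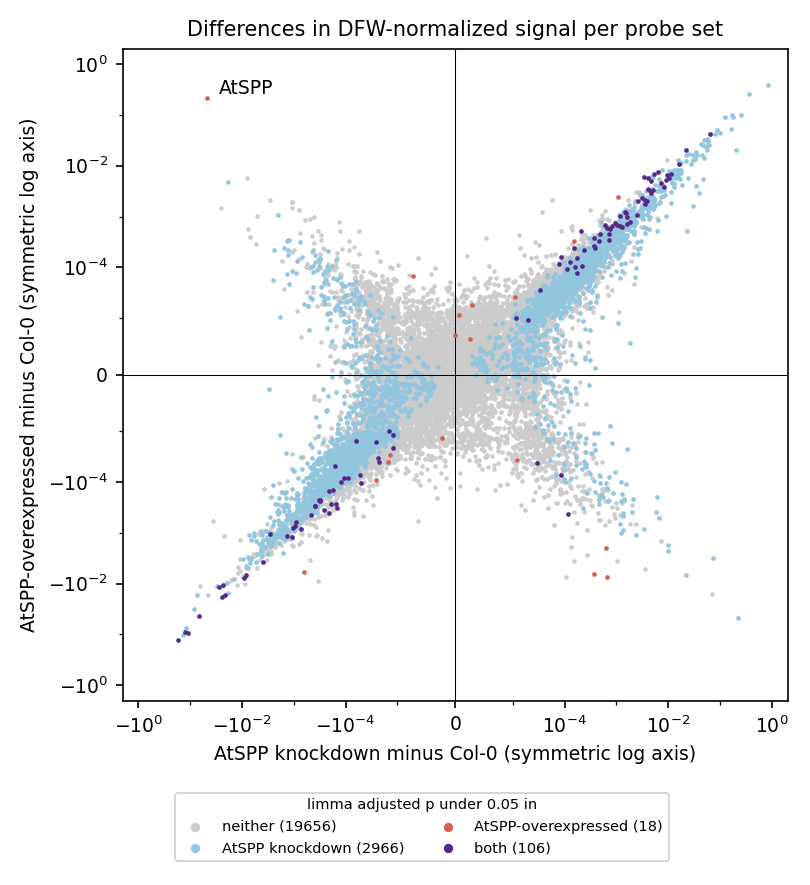
Difference from Col-0 in DFW-normalized signal for each of 22746 probe sets, in the knockdown lines (horizontal) and the AtSPP-overexpressed lines (vertical), on axes that are logarithmic beyond 1e-05 on both sides of 0. Colours mark a limma adjusted p under 0.05 in both comparisons (106 probe sets), in the knockdown lines alone (2966), in the AtSPP-overexpressed lines alone (18) or in neither (19656), and AtSPP lies in the upper left.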

According to the statistical analysis, AtSPP‐overexpressed lines and the Col‐0 were used to compare gene expression changes as the first step of screening. In accordance with the screening flow chart described in Fig. S2, nine signal peptides expressed in the roots were selected (Table 1). Those 22 candidates were subjected to the yeast reporter assay system.

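Of the 9 root candidates of Table 1, AT5G64100 and AT4G33720 have a probe set paired with 1 gene; the other 7 are not analysed here. AT5G64100, which encodes a class III peroxidase, had a DFW signal 3.67e-04 higher in the AtSPP-overexpressed lines than in Col-0 (standard error 1.12e-04), and the 3 AtSPP-overexpressed arrays lay above the 3 Col-0 arrays. AT4G33720, which encodes a secreted protein of the family of PR-1, was 0.0019 higher (standard error 9.49e-04), and its arrays overlapped those of Col-0. Both rose by rank products, at a false discovery rate of 0.0428 for AT5G64100 and 0.0164 for AT4G33720. These rates come from permutations that do not keep each probe set's own spread, and may be too low for both genes. Neither passed in limma, with an adjusted p of 0.238 for AT5G64100 and 0.493 for AT4G33720; adjusted over the list alone, 1 of the 2, AT5G64100, passed (0.0295). After quantile normalization the difference in the AtSPP-overexpressed lines was 0 for AT5G64100 and 7.49e-04 for AT4G33720, and with 1 array left out it was 3.07e-04 to 4.81e-04 for AT5G64100 and 0.00117 (without Col-0 replicate 3) to 0.00265 (without Col-0 replicate 1) for AT4G33720. By size, the differences ranked 751st for AT5G64100 and 222nd for AT4G33720 among the 22746 probe sets. In the knockdown lines, the difference from Col-0 was 3.36e-04 for AT5G64100 (limma adjusted p = 0.107), which was negative after quantile normalization and after centring on the array medians, and -0.0011 for AT4G33720 (limma adjusted p = 0.563). The study chose these genes on the same arrays. Their direction, their calls by rank products and the pass over the list alone are therefore not independent evidence. The later steps of Fig. S2, which use databases of protein structure and tissue expression, were not repeated here.

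**Figure D2:**
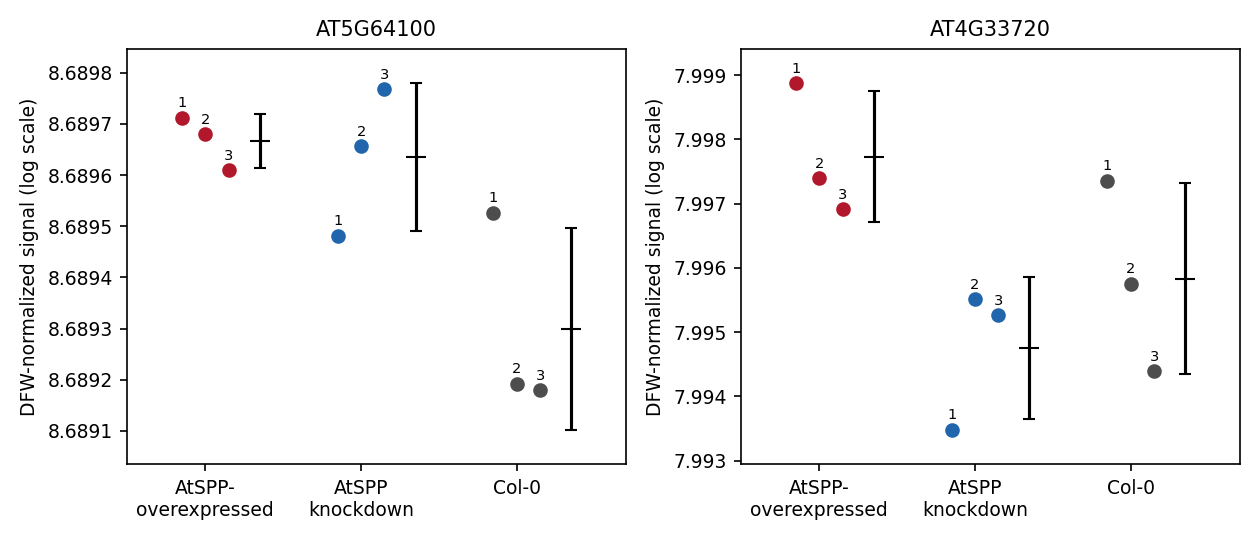
DFW-normalized signal (log scale) of AT5G64100 and AT4G33720 on each of the 9 arrays, with points numbered by replicate and the mean and SD of the 3 arrays beside them. Each panel has its own axis, which spans under 0.01 and does not start at 0; the AtSPP-overexpressed arrays lie above Col-0 for AT5G64100 and overlap it for AT4G33720.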

### Cleavage of candidate substrates by AtSPP

For candidate substrates expressed in the pollen, AH109 cells transformed with each one of nine candidate substrate‐containing vectors produced significantly higher amounts of β‐galactosidase than cells transformed with the vector not containing *AtSPP* (Fig. 4A). The AT4G32460 signal peptide in cells transformed with the vector not containing *AtSPP* produced some amount of β‐galactosidase, despite the lack of AtSPP expression (Fig. 4A, the gray bar of AT4G32460). It was assumed that because the transmembrane region of the AT4G32460 signal peptide could not anchor to the ER membrane, the N‐terminal tag fused AT4G32460 was released and migrated to the nucleus, where it bound to the Gal4‐responsive promoter. For candidate substrates expressed in the roots, AH109 cells transformed with each one of six candidate substrate‐containing vectors produced significantly higher amounts of β‐galactosidase than cells transformed with the vector not containing *AtSPP* (Fig. 4B). Asterisks in Table 1 indicate signal peptides cleaved by AtSPP. The presence of positively charged amino acids, such as His and Lys, on the C‐terminal side of the signal sequence was noted in the amino acid sequences escaping AtSPP cleavage (Table 1, underbars).

**Fig. 4:**
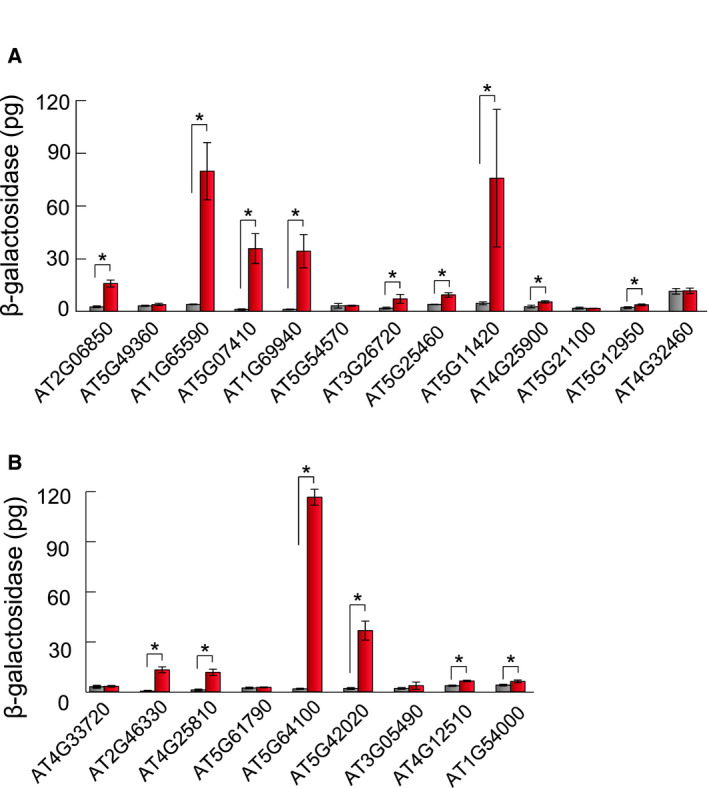
Processing of candidate substrates by AtSPP. Candidate substrates in the pollen (A) and in the roots (B) were expressed with AtSPP in the yeast‐based reporter assay, and cleavage was quantified as the amount of β‐galactosidase produced. Gray bars indicate the amount of β‐galactosidase when the p414GDP vector not containing *AtSPP* was used as a control. Red bars indicate the amount of β‐galactosidase when the candidate substrates were processed by AtSPP from the p414GDP vector containing *AtSPP*. The results are presented as the mean ± SEM of four or five trials. The results were analyzed by the two‐sided Welch’s *t*‐test. Asterisks indicate difference with *P < 0.05.

### Repression of AtSPP activity by helix breakers in the substrate

It is known that the flexibility of the transmembrane protein in the lipid bilayer membrane is reduced in conditions where the C‐terminal amino acid exists in a transmembrane domain, because the amino acid strongly interacts with the phospholipids of the membrane [21]. The perpendicular flexibility of the signal peptide influences enzymatic activities. For example, helix breaker in the transmembrane region enhances the cleavage of transmembrane proteins. It is known that Pro affects backbone flexibility because Pro requires bending of the helix axis if it occurs in the interior of a helix [22]. In contrast, side chains of Thr and Ser are back bonded to carbonyl oxygens of the main chain and may induce the structural distortion in the helix backbone [23]. Those distortions can be amplified through the helix, connecting a significant difference of cleavability [24].

The four candidate substrates, AT1G65590, AT5G64100, AT5G42020 and AT5G11420, have Pro, Thr and Ser in each h‐region and also showed relatively high β‐galactosidase activity (Fig. 4). To confirm that those amino acid residues work as helix breakers, we substituted them to Leu, which would stabilize the helix structure. As shown in Fig. 5, the amount of β‐galactosidase was decreased in cells expressing the Leu mutants of AT1G65590, AT5G64100 and AT5G42020 (Fig. 5, striped bars). There was no decrease in β‐galactosidase observed in cells expressing the single amino acid mutation in AT5G11420, whereas the double substitution of the Ser residues to Leu decreased the amount of β‐galactosidase produced in cells. Thus, the number of helix breaker residues would influence the amount of β‐galactosidase production. These results indicated that the Pro, Thr and Ser amino acids in the AT1G65590, AT5G64100, AT5G42020 and AT5G11420 signal peptides function as helix breakers, and helix breakers in the substrate facilitate the cleavage of AtSPP (Fig. 4 and Table 1, brackets’).

**Fig. 5:**
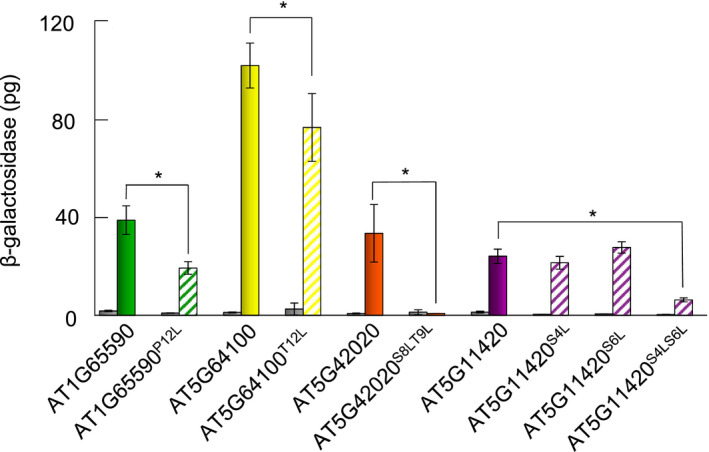
Processing of artificially mutated candidate substrates by AtSPP. Candidate substrates and their mutants were expressed with AtSPP in the yeast‐based reporter assay, and cleavage was quantified as the amount of β‐galactosidase. Gray bars indicate the amount of β‐galactosidase when the p414GDP vector not containing *AtSPP* was used as a control. Green, yellow, orange and purple bars indicate the amount of β‐galactosidase when each candidate substrate or the mutant(s) was processed by AtSPP from the p414GDP vector containing *AtSPP*. Striped bars indicate mutant candidate substrates. The results are presented as the mean ± SEM of four or five trials. The results were analyzed by the two‐sided Welch’s *t*‐test. Asterisks indicate difference with *P < 0.05.

## Discussion

In this study, we successfully constructed a yeast‐based reporter assay for the detection of AtSPP activity. Using this system, we detected proteolytic activity by measuring the amount of β‐galactosidase, whose mRNA was expressed by a peptide fragment after being cleaved by AtSPP and transported to the nucleus. One of the conditions for peptides that were not cleaved by AtSPP could be the presence of the positively charged amino acids His and Lys on the C termini of the signal sequence (Table 1, underbars, and Fig. 4), with the exception of AT3G05490, which was not cleaved by AtSPP despite not having His and Lys in the signal sequence. These results correspond with that of Lemberg [19], who suggested that the existence of Arg downstream of the hydrophobic domain inhibited HsSPP cleavage. The signal peptide AT1G54000 was cleaved by AtSPP, despite having the His residue at the eighth position from the C termini. This suggests that positively charged amino acids located relatively far from the C‐terminus in the peptide could not affect the cleaving activity of AtSPP.

Inhibition of the formation of the enzyme–substrate complex can occur by low flexibility of the peptide in the membrane because of the existence of a positively charged amino acid residue downstream of the hydrophobic helix region, and in this situation, AtSPP would not be able to cleave the peptide.

AtSPP also required the broken‐helix motif in substrates to cleave them, because substitution of the helix breaker to Leu in substrates prevented cleavage by AtSPP (Fig. 5). This trait is similar to that of HsSPP [19, 25, 26]. MHC class I molecules and preprolactin, which are substrates of HsSPP, contain a helix breaker, Ser, in the h‐regions [19, 27], and substitution of Ser to Leu in preprolactin reduces the processing by HsSPP to ~30% of the wild‐type [19]. Thus, binding of the substrate to the active sites of AtSPP is facilitated by the broken‐helix motif in the lipid bilayer. In this study, 15 peptides were cleaved by AtSPP. Amino acid residues related to helix backbone flexibility, such as Ser, Thr, and Pro, would appear statistically one‐fifth of the time in amino acid residues, which indicates the potential of a low substrate specificity of AtSPP.

SPPs are highly expressed in the shoot apical meristem in the seed after 48 h of imbibition in *A. thaliana* and rice, as well as in the embryonic cells, including the roots and the shoot apex [7, 8]. Transmembrane proteins would easily accumulate in those meristematic tissues because those tissues promote cell metabolism and the cell cycle. Therefore, the protease activity of AtSPP with low substrate specificity may positively contribute to membrane protein turnover.

Recent studies suggest that SPP is not only involved in intramembrane proteolysis of signal peptides, but also plays a role in ER‐associated degradation (ERAD) [28, 29]. For example, Chen *et al*. [28] showed that human SPP forms a complex with the ERAD factor Derlin1 and the E3 ubiquitin ligase TRC8 to cleave the unfolded protein response regulator XBP1u. Another example is *Oryza sativa* Derlin 1, which interacts with OsSPP1 and OsSPP2, and acts in the ERAD pathways for ER protein quality control [30]. These findings indicate that AtSPP is also correlated with the ER stress response. Because the AtSPP knockout line in *A. thaliana* is lethal [14], the role of SPP must be pivotal. In contrast, in the *Arabidopsis* database, there are five AtSPP homologs (AtSPPLs). Three of these (AtSPPL1, AtSPPL2 and AtSPPL3) are expressed in the planta. Some AtSPPLs are localized in the endosome [7]. Therefore, the target protein may be different between AtSPP and AtSPPLs. Our reporter assay system of yeast will become a useful tool to determine the innate substrates of plant SPPs and contribute to the identification of the crucial roles of SPP in plants.

## Author contributions

TA, MH, KK and TM conceived and designed research. KK and MH performed experiments. TT, KK and MH analyzed all of the data. TA, TT, KK, MH and KA wrote the manuscript. All authors read and approved the manuscript.

## Conflict of interest

The authors declare no conflict of interest.

## Supporting information

Fig. S1. Screening for genes encoding candidate substrates of AtSPP in the pollen.
Fig. S2. Screening for genes encoding candidate substrates of AtSPP in the roots.
Fig. S3. Detection of AtSPP in overexpressed lines by PCR.
Fig. S4. Detection of AtSPP in knockdown lines by PCR.
Table S1. Primer sequences for PCR to amplify the target gene fragments.
Table S2. Primer sequences for PCR to amplify the gene fragments encoding candidate substrates of AtSPP.
Table S3. Primer sequences for PCR to produce artificially mutated substrates.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE129113. All data generated or analyzed during this study are included in this published article (and its Supplementary Information files). The raw data are available from the corresponding author upon reasonable request.

# Supplementary material for: Yeast‐based reporter assay system for identifying the requirements of intramembrane proteolysis by signal peptide peptidase of Arabidopsis thaliana
**Source:** FEBS Open Bio. 2020 Aug 7;10(9):1833–42. doi: 10.1002/2211-5463.12936
**Supplement:** Supplementary file 1 — Fig. S1. Screening for genes encoding candidate substrates of AtSPP in the pollen. Fig. S2. Screening for genes encoding candidate substrates of AtSPP in the roots. Fig. S3. Detection of AtSPP in overexpressed lines by PCR. Fig. S4. Detection of AtSPP in knockdown lines by PCR. Table S1. Primer sequences for PCR to amplify the target gene fragments. Table S2. Primer sequences for PCR to amplify the gene fragments encoding candidate substrates of AtSPP. Table S3. Primer sequences for PCR to produce artificially mutated substrates.

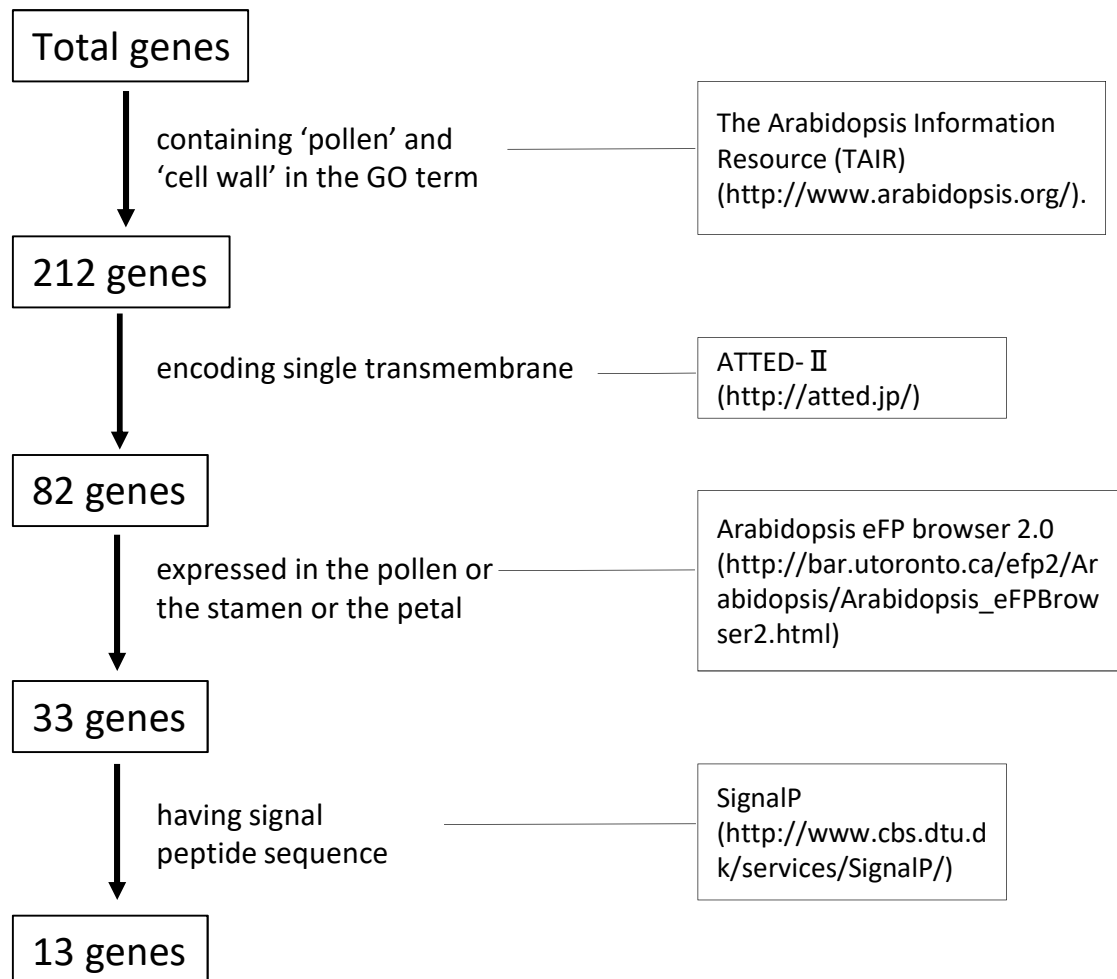

Figure S1 Screening for genes encoding candidate substrates of AtsPP in the pollen

In accordance with the flow chart, we first selected 212 genes containing 'pollen' and 'cell wall' in the GO term from the TAIR database (The Arabidopsis Information Resource, <http://www.arabidopsis.org/>). Next, the 82 genes which encode single transmembrane proteins were chosen using the ATTED- II database (<http://atted.jp/>). Then the 33 genes that were expressed in the pollen, the stamen or the petal were picked using the Arabidopsis eFP browser 2.0 (http://bar.utoronto.ca/efp2/Arabidopsis/Arabidopsis_eFPBrowser2.html). Finally, using the SignalP database (<http://www.cbs.dtu.dk/services/SignalP/>), 13 genes whose proteins had signal peptide sequence were targeted as the candidate substrates of AtSPP in the pollen.

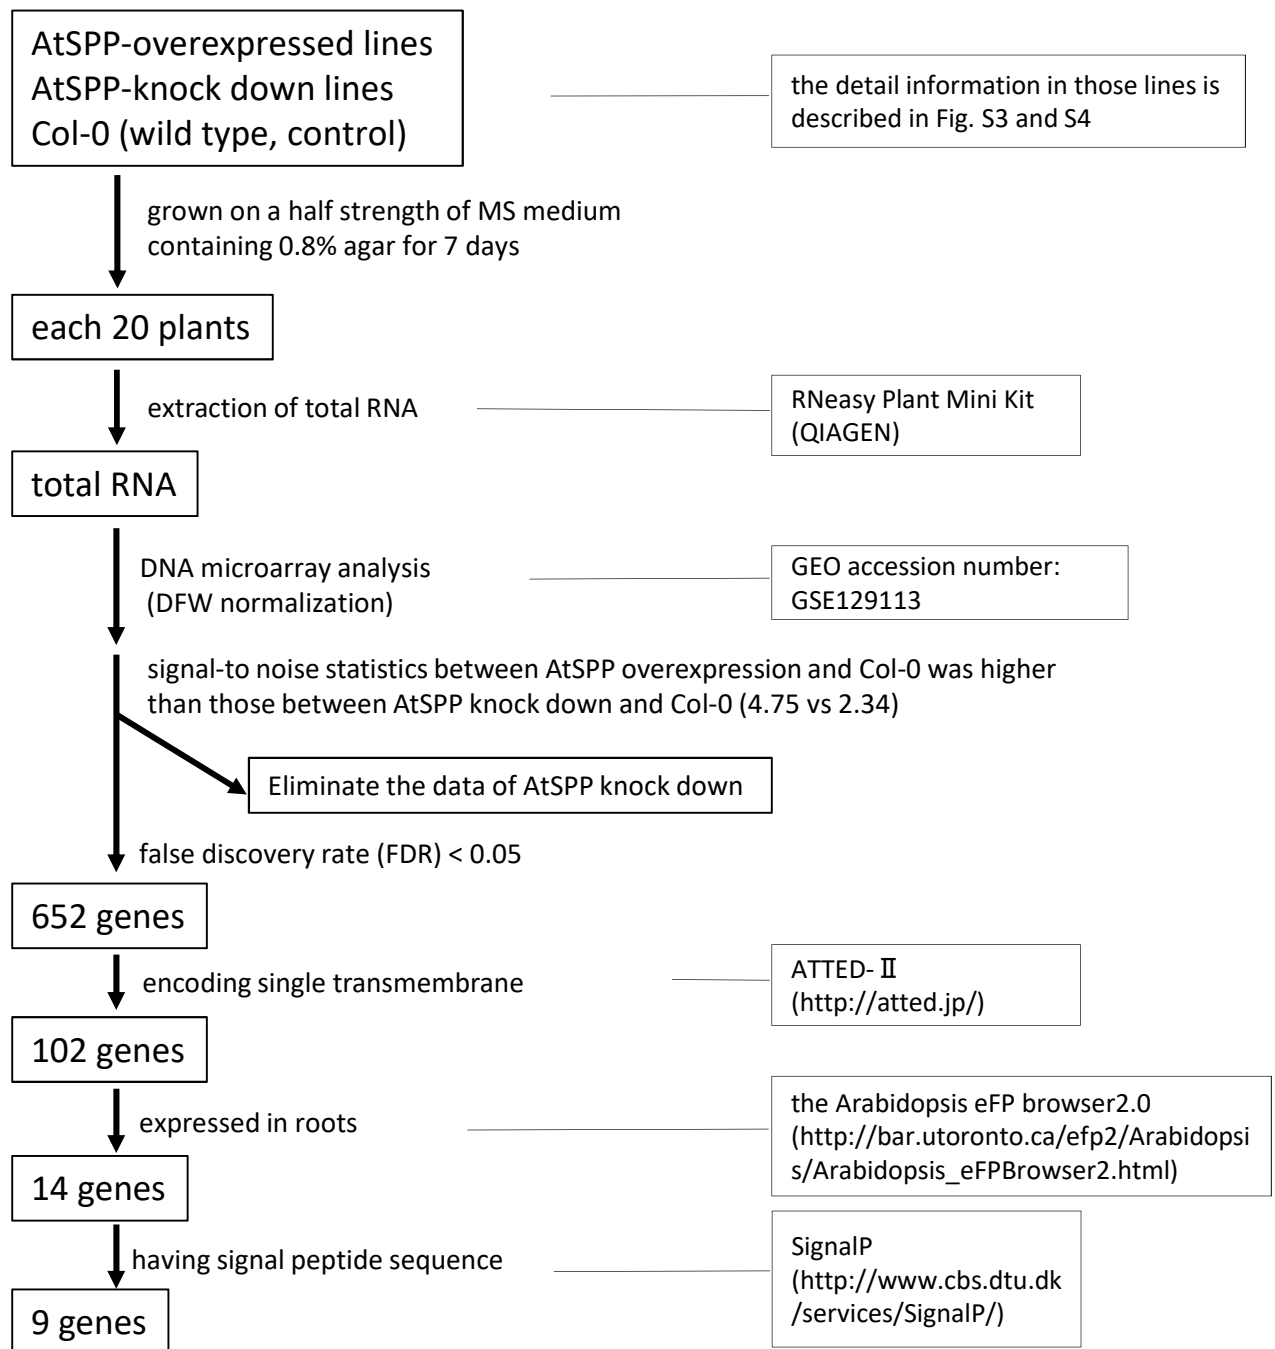

Figure S2 Screening for genes encoding candidate substrates of AtSPP in the roots

In accordance with the flow chart, we first created the AtSPP-overexpressed lines and the knock down lines (Fig. S3 and S4). For the transcriptome analysis, the Col-0 strain and the AtSPP-overexpressed lines were grown on a half strength of MS medium containing 0.8% agar for 7 days, and the total RNA was extracted by RNeasy Plant Mini Kit (QIAGEN). A DNA microarray was performed using Affymetrix ATH1 arrays (GSE129113). 

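AtSPP itself had a signal-to-noise statistic of 4.75 in the AtSPP-overexpressed lines and 2.34 in the knockdown lines, close to the values of about 4.8 and 2.3 read by eye from Fig. S2. The statistic is the size of the difference between the means of a line and Col-0, divided by the sum of their SDs, with n = 3 arrays each. For AtSPP, 36 of the probe sets had a higher statistic in the AtSPP-overexpressed comparison and 1999 in the knockdown comparison. Averaged over all probe sets, it was 0.561 for the AtSPP-overexpressed lines and 0.961 for the knockdown lines. With this statistic Fig. S2 compares both kinds of line with Col-0, and the paper goes on with the AtSPP-overexpressed lines.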

After normalization of the signals with the DFW algorithm using the statistical language R, the expression levels in the Col-0 strain and the AtSPP-overexpressed lines were compared by the “Rank products” function. 

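Besides AtSPP, the largest increases in the AtSPP-overexpressed lines among genes named by the rule were in AT5G14120 (0.020, standard error 0.0024, limma adjusted p = 0.0375), in AT5G25240 (0.0070, standard error 8.62e-04, limma adjusted p = 0.0375) and in SCPL34, which encodes a serine carboxypeptidase-like protein (0.0066, standard error 8.03e-04, limma adjusted p = 0.0375). EXGT-A3, a xyloglucan endotransglucosylase of the cell wall, rose by 0.0035 (limma adjusted p = 0.0191), and GAT1_2.1, a glutamine amidotransferase-like gene, by 0.0033 (limma adjusted p = 0.018), whereas a second probe set of GAT1_2.1 had a difference of 2.03e-06 (limma adjusted p = 0.327). The largest decreases were in AT5G20790 (-0.090, standard error 0.012, limma adjusted p = 0.045) and in AT3G09440, the heat shock protein gene HSP70-3 (-0.0069, standard error 9.44e-04, limma adjusted p = 0.045). In each of these genes all 3 arrays lay on the same side of the 3 Col-0 arrays. Unlike AtSPP, each of these 7 genes also passed in the same direction in the knockdown lines, with differences of 0.0223, 0.0052, 0.0096, 0.0040, 0.0043, -0.125 and -0.0084 in the order given (limma adjusted p up to 0.012), and none differed between the 2 kinds of line in limma (lowest adjusted p 0.0967). Both comparisons use the same 3 Col-0 arrays, so the shared direction is not independent evidence. With the 6 arrays alone or with a replicate block, none of the 19 genes so named apart from AtSPP passed in limma; after quantile normalization 12 of the 19 did. With 1 array left out they failed to pass in 94 of 114 checks, and the highest adjusted p was 0.139 for AT5G14120, 0.117 for AT5G25240, 0.14 for SCPL34, 0.0916 for EXGT-A3, 0.0852 for GAT1_2.1, and 0.163 for AT5G20790 and for HSP70-3.
The test of Fig. S2, rank products at a false discovery rate under 0.05, called 644 probe sets, of which 350 were higher and 294 lower than in Col-0; after quantile normalization 209 were higher and 333 lower. Of the 644, 267 are paired with 1 gene, and 78 were also called by limma in the same direction. Rank products order probe sets by the size of the difference, and 634 of the 644 lay in the tenth of the probe sets with the widest spread between replicates. Without each of the 6 arrays in turn the count was 353 to 419, with 104 to 105 higher without an AtSPP-overexpressed array and 53 to 59 lower without a Col-0 array.
Among gene lists fixed before the data were examined, 6 of the 23 genes of the unfolded protein response and ER chaperones were measured. The unmeasured members include the root candidates AT5G42020 and AT5G61790, so the 6 do not stand for the whole list. Of these 6, none passed in limma or when adjusted over the list alone, 3 had an unadjusted p under 0.05 and 0 were called by rank products. All 6 differences were negative as deposited, that of CNX2 turned positive after quantile normalization, and the largest was that of CRT1B, a calreticulin (-2.15e-04, limma adjusted p = 0.2). As a set they were lower than other genes (camera adjusted p = 0.0152), but not with an estimated correlation (adjusted p = 0.226), after quantile normalization (adjusted p = 0.384) or without AtSPP-overexpressed replicate 3 (adjusted p = 0.0884), in a range from 0.00363 to 0.384. The estimated correlation was -0.173, so a positive correlation between the members is not what raised the adjusted p to 0.226. By fry the list was lower (adjusted p = 0.00745), which was not repeated under the alternatives. Of 5 heat shock genes, HSP70-3 fell and 4 did not pass in limma; 2, HSP70-3 and HSP70-2, were lower when adjusted over the list alone and by rank products. Of 6 genes of ER-associated degradation and 17 of ER targeting and signal peptide processing, none passed in limma, by rank products or when adjusted over the list alone (0 and 2 at an unadjusted p under 0.05). Of 13 root class III peroxidases none passed in limma or when adjusted over the list alone, 2 had an unadjusted p under 0.05, and 1, AT5G64100, was called by rank products.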

The 652 genes whose false discovery rate (FDR) values were less than 0.05 in gene expression level were extracted. Next, the 102 genes which encode single transmembrane proteins were extracted by the ATTED- II database. Then, the 14 genes expressed in the roots were selected with the Arabidopsis eFP browser2.0 (http://bar.utoronto.ca/efp2/Arabidopsis/Arabidopsis_eFPBrowser2.html). Finally, the 9 genes encoding proteins having signal peptide sequence were selected using SignalP database (<http://www.cbs.dtu.dk/services/SignalP/>). The signal sequences encoded by the 9 genes were defined as the candidate substrates of AtSPP in the roots.

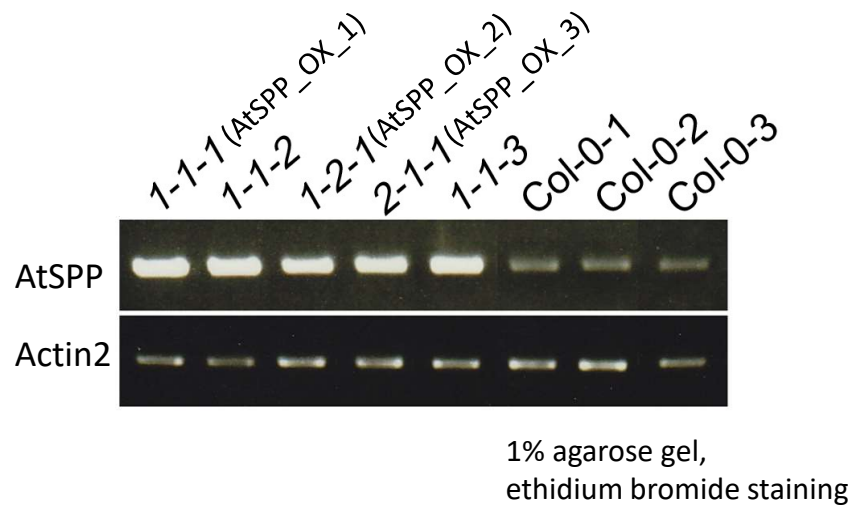

Figure S3 Detection of AtSPP in overexpressed lines by PCR

The full length *AtSPP* was cloned under CaMV 35S and Nos-T with *Xba* I and *Sac* I in a pZH2B binary vector. Then the vector was introduced to the agrobacterium, and the agrobacterium infected wild-type *A. thaliana* plants (Col-0). 

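AtSPP, at AT2G03120, gave a DFW signal of 8.19 on the AtSPP-overexpressed array of replicate 1, 8.23 on that of replicate 2 and 8.16 on that of replicate 3. The replicate numbers were taken to be the line numbers of Fig. S3, which nothing states, and the sample labels name the vectors pZH2B, pZH3B and pZH4B in this order where Fig. S3 names pZH2B alone. The lowest of these signals was above the highest Col-0 array, which had 7.98. An exact permutation test of the 3 AtSPP-overexpressed arrays against the 3 Col-0 arrays gave p = 0.1 (two-sided), the smallest p that 3 against 3 allows. By rank products the AtSPP probe set had a false discovery rate of 0. Where the probes lie within the gene is not given in the sources used here, so the signal may or may not include the transcript of the transgene. The homologs AtSPPL1 to AtSPPL5 and the reference genes ACT2 and ACT7 have no probe set paired with 1 gene, and are not analysed here.

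**Figure D3:**
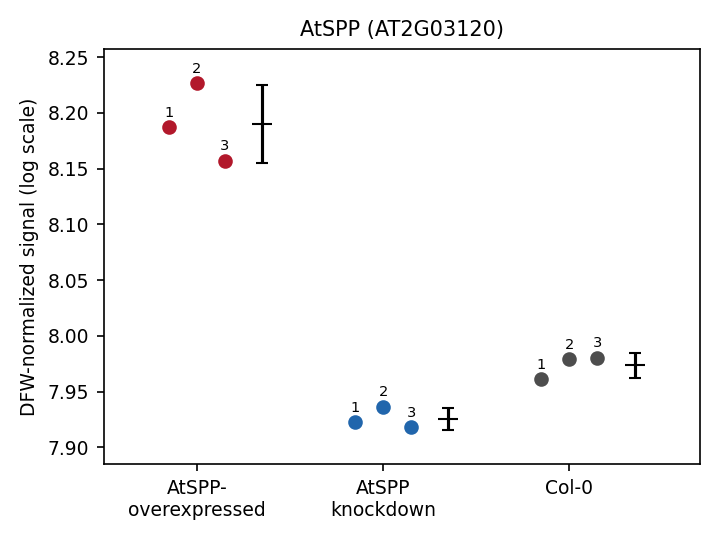
DFW-normalized signal (log scale) of AtSPP on each of the 9 arrays, with points numbered by replicate and the mean and SD of the 3 arrays of a group beside them. The AtSPP-overexpressed arrays lie above the Col-0 arrays and the knockdown arrays below them, on an axis that does not start at 0.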

The homozygous transgenic plants were regarded as AtSPP-overexpressed lines.

The photos showed *AtSPP* fragments in cDNAs from the AtSPP-overexpressed lines, amplified by PCR with 23 cycles (annealing at 62 °C, elongation at 72 °C, denaturation at 94 °C, each for 30 sec). Primer sequences for this PCR were as follows; 5'-TTATTTCAAGTCTTTGGAGGTAGAG-3' and 5'-ACCGTTCCAAATGCAGTGAGAAG-3' were used for *AtSPP* amplification, and 5'-ACCTTGCTGGACGTGACCTTACTGAT-3', and 5'-GTTGTCTCGTGGATTCCAGCAGCTT-3' were used for *Actin 2* amplification.

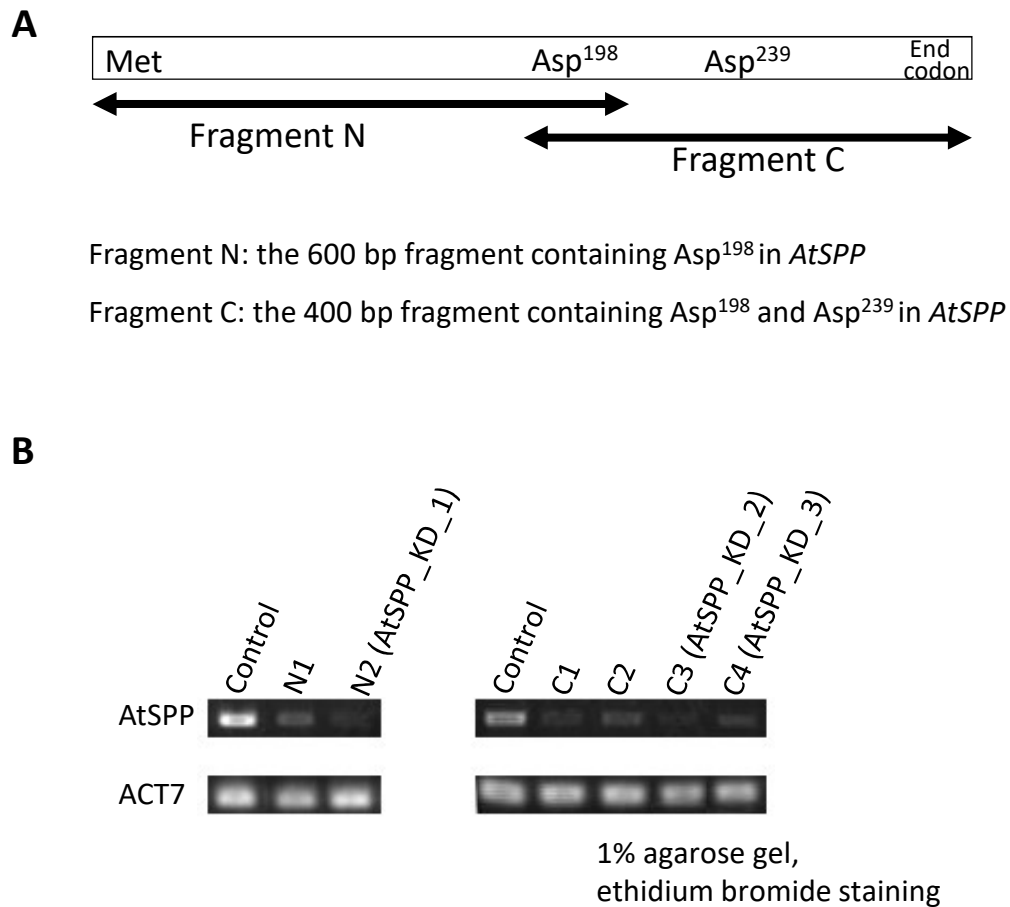

Figure S4 Detection of *AtSPP* in knock down lines by PCR

A: The fragments N and C were cloned into the pBI-sense, anti sense-GW vector. Each vector was introduced to agrobacterium, and the agrobacterium infected wild-type *A. thaliana* plants (Col-0). The homozygous transgenic plants were regarded as *AtSPP*-RNAi lines.

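AtSPP was measured on 3 arrays of the knockdown lines. With the replicate numbers taken to be the line numbers of Fig. S4, line AtSPP_KD_1, made with the 600 bp fragment N, had a DFW signal of 7.92, and lines AtSPP_KD_2 and AtSPP_KD_3, made with the 400 bp fragment C, had 7.94 and 7.92. The lowest Col-0 array had 7.96. The 3 knockdown arrays lay below the 3 Col-0 arrays (exact permutation test, p = 0.1, two-sided, the smallest that 3 against 3 allows), and rank products gave the decrease a false discovery rate of 0. In limma the decrease passed with the 6 arrays of this comparison alone (adjusted p = 0.0303) and after centring on the array medians (adjusted p = 0.00443), and in no other alternative (highest 0.291). After that centring 21996 probe sets were called lower in the knockdown lines, so a pass there is not particular to AtSPP. Whether the probes overlap the RNAi fragments is not given in the sources used here; the RNA of a hairpin construct would then add to the signal of AtSPP.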

B: *AtSPP* fragments in cDNAs from the *AtSPP*-RNAi lines were amplified by PCR with 23 cycles (annealing at 62 °C, elongation at 72 °C, denaturation at 94 °C, each for 30 sec). Primer sequences for this PCR were as follows; 5'-TTATTTCAAGTCTTTGGAGGTAGAG-3' and 5'-ACCGTTCCAAATGCAGTGAGAAG-3' were used for *AtSPP* amplification, and 5'-TGCTGACCGTATGAGCAAAG-3', and 5'-ATCCTCCGATCCAGACACTG-3' were used for *ACT7* amplification.

Table S1. Primer sequences for PCR to amplify the target gene fragments

Target	Primer sequence
AtSPP	5'-AggatccATGAAGAATTGTGAG-3'
	5'-CgaattcTCATTCATCATGAGC-3'
HsSPP	5'-AggatccATGGACTCGGCCC-3'
	5'-CgaattcTCATTTCTCTTTCTTC-3'
AtSPP ^{D198A}	5'-AGCATAGAAAAATAGTCCTGCCAAAAGG-3'
	5'-ATCTTCTGGGTTTTCTTTACTCCAGTTATG-3'
AtSPP ^{D198A,D239A}	5'-GGCACCAAGACCAAGCATAGAATAGG-3'
	5'-ATTGTCATTCCGGGTATTTTCGTTG-3'
gpUL40 ^{T31IT33}	5'-AGAATTAGATCTTTGTTGTGAAGC-3'
	5'-CATAACAACAACCAACAGTC-3'
preprolactin	5'-CggatccATGGACAGCAAAGGTTTCG-3'
	5'-CaagcttGGAGGGCGGACCCTG-3'

The upper primer was the sense strand primer and the lower primer was the antisense strand primer in each target. Restriction enzyme sequences are shown in lowercase letters.

Table S2. Primer sequences for PCR to amplify the gene fragments encoding candidate substrates of AtSPP

Localization: pollen, stamen, or petal	
AGI code	Primer sequence
AT2G06850	5'-CAGgatccACTGTTTCTTCATCTCCAT-3'
	5'-CAaagcttAGGAATAGCCATTACCATTGTT-3'
AT5G49360	5'-CCg gatccTCTTGTTATAATAAAGCACTA-3'
	5'-CAaagcttTGA CTCTGACGAGTGAAC-3'
AT1G65590	5'-CAGgatccAGAGGTAGCGGAGCAAAG-3'
	5'-CAaagcttGGCGGAGATTGTTCCG-3'
AT5G07410	5'-CCg gatccAGATACACAAATGTGTCCATT-3'
	5'-CAaagcttTGCGAACACCATTGGTGAAAC-3'
AT1G69940	5'-CAGgatccGGATACACAAATGTGTCCATT-3'
	5'-CAaagcttTGCGAACACCATCGGTGTA-3'
AT5G54570	5'-CAGgatccGAATCTTTAATGAGACTCGTC-3'
	5'-CAaagcttTGAAGAAACGTGATCAAGAGG-3'
AT3G26720	5'-CAGgatccGCGGTCAAATGTTTCTCTCT-3'
	5'-CAaagcttGGAGGTGACGCCGCCGATTA-3'
AT5G25460	5'-CAGgatccGAAGGCGTCACCGTCGT-3'
	5'-CAaagcttGGCCATGGCGGTGGCG-3'
AT5G11420	5'-CAGgacttAAAGGAGGCAGCCTCTCGTT-3'
	5'-CAaagcttGCAAATGACGGAAGTGATGGT-3'
AT4G25900	5'-CAGgatccATGGGGAATAAGCGAAATCTC-3'
	5'-CAaagcttGGCTACTACTGCAACCACCAG-3'
AT5G21100	5'-CAGgatccGCGGTAATTGTGTGGTGGCTA-3'
	5'-CAaagcttCGCCGACGCCGAGTGAAAC-3'
AT5G12950	5'-CAGgatccAAGTCTGGTCTCATCATAACC-3'
	5'-CAaagcttCGCTACAGAAACAAGAACAAA-3'
AT4G32460	5'-CAGgatccAAAGAGATGGGAGTGATAGTG-3'
	5'-CAaagcttGAAGCAAAAGGCAACGTAGAA-3'
Localization: roots	
AGI code	Primer sequence
AT4G33720	5'-CCg gatccAAAATCTTTAACTCATCTCAA-3'
	5'-CCaagcttGGCTTTTAGATGAACTATGAG-3'
AT2G46330	5'-CAGgatccGCGTCGAGAAACTCCGTCA-3'
	5'-CAaagcttAGCGCCGGCGAGAGATAAGA-3'
AT4G25810	5'-CAGgatccGCGATGATCAGTTACTCCACC-3'
	5'-CCaagcttGGCGGAAACAGAGCAAATCAT-3'
AT5G61790	5'-CAGgatccAGACAACGGCAACTATTTTCC-3'
	5'-CCaagcttACAGTAGCAAAGCTTCTGGAA-3'
AT5G64100	5'-CAGgatccGGTCGTGGTTACAATTTGCTA-3'
	5'-CCaagcttTGCGGTTACAGCTGCAACCAA-3'
AT5G42020	5'-CAGgatccGCTCGCTCGTTTGGAGCAA-3'
	5'-CCaagcttTGCA GTGGAAAACGCAAATA-3'
AT3G05490	5'-CAGgatccACGAACACTCGCGCGATCTAC-3'
	5'-CCaagcttTGATTCCACGCTGAGATTAC-3'
AT4G12510	5'-CAGgatccGCTTCAAAAATTCAGCCTCT-3'
	5'-CCaagcttTGCGGTGGTTAAAGTGAAAAA-3'
AT1G54000	5'-CCg gatccATGGCAAACA ACTGTAATTTA-3'
	5'-CAaagcttTCCGCGCAGAGTGATGGG-3'

The upper primer was the sense strand primer and the lower primer was the antisense strand primer in each target. Restriction enzyme sequences are shown in lowercase letters.

Table S3. Primer sequences for PCR to produce artificially mutated substrates

AGI code with mutaion	Primer sequence
AT1G65590 ^{P12L}	5'-TTGTTTATGCTATTCATCGCCGGAACAATC-3'
	5'- **CAAC** AAAACGCCGGCGATCTTTGCTCCGC-3'
AT5G64100 ^{T12L}	5'- **TTG** TTTTTAGTATTGGTTGCAGCTGTAACC-3'
	5'-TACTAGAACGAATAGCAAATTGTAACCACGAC-3'
AT5G42020 ^{S8LT9L}	5'-GTTGTGCTTGCGATCATCTTCTT-3'
	5'- **CAACAAG** TTTGCTCCAAACGAGC-3'
AT5G11420 ^{P4L}	5'-TTTCTCTTCGTTCTCCTAATCGCCACCAT-3'
	5'-CGAGAG **CAAG** CCTCCTTTGGATCCCTCTT-3'
AT5G11420 ^{P6L}	5'-TTTCTCTTCGTTCTCCTAATCGCCACCAT-3'
	5'- **CAAG** AGGCTGCCTCCTTTGGATCCCTCTT-3'
AT5G11420 ^{P4LP6L}	5'-TC **TTG** TTTCTCTTCGTTCTCCTAATCGCCA-3'
	5'-G **CAAG** CCTCCTTTGGATCCCTCTTTTTTTG-3'

The upper primer was the sense strand primer and the lower primer was the antisense strand primer in each target. Substituted bases for point mutation are indicated by red letters.

How the deposited data were processed for this re-analysis (not part of the article)

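The data are 9 Affymetrix ATH1 arrays of A. thaliana seedlings: 3 of AtSPP-overexpressed lines, 3 of AtSPP knockdown lines and 3 of Col-0. The authors normalized the arrays with the DFW algorithm in R and deposited 1 value per probe set and array, taken here as log2 values; the base of the log, the version of the software and the background correction are not given in the sources used here. The values were used as deposited. Probe set names were matched to genes through the platform annotation, and the gene symbols were updated through the RefSeq gene table of the TAIR10.1 assembly, which was used for names alone. Of 22746 tested probe sets, 13513 had 1 gene, 503 had several and 8730 were not listed; the 64 AFFX control probe sets were left out. Groups were taken from the sample labels and from Figs S2, S3 and S4. No pair of arrays shared more than 7 identical values, so each was counted as a sample of its own.
Group differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with the 9 arrays in 1 fit, no covariates and 6 residual degrees of freedom; p-values are two-sided and adjusted by the Benjamini-Hochberg method over all probe sets, and 0.05 was the threshold. Standard errors are the moderated ones of that fit. Rank products were computed by a script written after the published definition, because the package is not installed: ranks over the 9 array pairs between a line and Col-0, 100 permutations within arrays, and the percentage of false positives under 0.05. The signal-to-noise statistic has no test. For single genes an exact permutation test was used, which cannot go below p = 0.1 with 3 arrays against 3.
Named genes follow a rule set before the data were examined: AtSPP, its 5 homologs, the 9 root and 13 pollen candidates of Table 1, ACT2, ACT7, and for each line the 10 largest increases and 10 largest decreases among probe sets paired with 1 gene that passed in limma and whose 3 arrays all lay on the same side of the 3 Col-0 arrays. Of several probe sets of a gene, the brightest was used. In addition, 24 gene lists were fixed; 15 of them have at least 3 measured genes and were tested as sets with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists within a comparison. Lists with fewer measured genes were read gene by gene. Counts of list genes in the text are of measured genes. These were 6 of 23 for the unfolded protein response and ER chaperones, 6 of 11 for ER-associated degradation and 17 of 25 for ER targeting. They were 5 of 17 for heat shock, 13 of 21 for root peroxidases, 10 of 23 for expansins and xyloglucan endotransglucosylases and 3 of 22 for photosynthesis.
The steps were tested on simulated data, drawn independently for each probe set and so without the correlation between genes. The counts of false calls below therefore do not show how often unchanged probe sets or lists pass on correlated arrays. With 200 of 22746 probe sets changed in the AtSPP-overexpressed arrays, limma recovered 24 of 50 changed by 5 residual SDs, 48 of 50 by 10, 50 of 50 by 20 and 50 of 50 by 40, with 11 false calls. Rank products recovered 5, 7, 16 and 21 of 50 at these sizes and called 177 unchanged probe sets, since they order probe sets by size and the permutations within arrays do not keep each probe set's own spread. In a second simulation with changes of 0.001 and 0.01, rank products recovered 99 and 100 of 100 probe sets, and limma 93 and 96. Of 20 simulated sets shifted by 3 residual SDs camera called 20 with the preset correlation and with an estimated correlation, and of 20 unshifted sets 1 and 0.
The alternatives tried were quantile normalization, centring on array medians, leaving out the dimmer probe sets, an intensity trend, robust eBayes, array weights, a replicate block, the arrays of a comparison alone, probe sets paired with 1 gene alone, and each array left out in turn. Centring on the median difference from the mean array was added after seeing the data. The number of arrays limits the precision, and no scanner file was used that would give background or detection. The selection steps after the array comparison and the yeast reporter assays are not analysed here.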

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

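The comparison of covariances with simulated controls, the question of separate growth of Col-0 and the splits of the arrays were chosen only after the results were seen; the other tests here were set beforehand.
The AtSPP knockdown arrays, which the paper did not use to screen for substrates, differed from Col-0 at 3072 probe sets in limma, against 124 for the AtSPP-overexpressed arrays, although AtSPP itself moved less in the knockdown lines. The ratio of the counts was smaller by rank products, with 1070 against 644, and in limma after quantile normalization, with 6917 against 2625. Quantile normalization kept 1253 of the 3072 and 57 of the 124 calls in the same direction, so its calls are largely other probe sets. In limma, 1 fit gave both comparisons with Col-0 the same standard error for each probe set (0.017 for AtSPP). A wider spread among the AtSPP-overexpressed arrays would therefore enter both tests alike. Leaving those arrays out of the spread is thus no test of it as the source of the gap in counts. Against the spread of the knockdown and Col-0 arrays alone, 37 probe sets were called for the AtSPP-overexpressed lines and 2594 for the knockdown lines. A single knockdown array does not account for the gap, since the lowest count without 1 of the 3 was 1540. A growth or harvest batch that goes with the knockdown lines, for which the labels give no record, and effects of the RNAi constructs on other genes stay open and untested.
The AtSPP-overexpressed and knockdown lines differed from each other at 986 probe sets by the test of that difference, so the 2 effects against Col-0 are not equal. Their differences from Col-0 nevertheless went together, although AtSPP moved in opposite directions: 69.5% of all probe sets had the same sign, and in residual SDs the covariance was 2.09 and the correlation across genes, which are not independent replicates, was 0.623. In 100 simulations of unchanged groups that share 3 controls, with the correlation between genes kept, the covariance was 0.291 on average and 1.255 at most. The observed differences were divided by SDs estimated from the same arrays, whereas the simulated ones were not divided by an SD estimated anew. This can raise the observed covariance by itself, so the comparison cannot decide whether chance values of the shared controls are its source. The same-sign share was 65.4% on average and 93.2% at most, and the correlation 0.433 and 0.973, so those measures do not decide either. Col-0 plants grown or harvested apart from both lines cannot be told apart from an effect of the transgenes, because Col-0 is the only control and no batch is recorded; the 986 probe sets that differ between the 2 kinds of line would need another source.
Splits of the same 6 arrays into 3 and 3 number 10, too few for a share under 0.05; in each of the 5 comparisons, 1 split, the real one, gave as many calls. In limma, with the third group kept in the fit, the real counts were 124, 3072 and 986, for the AtSPP-overexpressed lines, the knockdown lines and the 2 kinds of line, with 0 as the highest of the other splits in each; on the 6 arrays alone, where the other splits were not fitted, the real counts were 0, 2594 and 428. By rank products the counts were 644 for the AtSPP-overexpressed lines and 1070 for the knockdown lines, with 222 and 149 as the highest of the others.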

How the results depend on the processing

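Centring on the median difference from the mean array and the tests of the sugar list under other settings were chosen after seeing the data. The count of probe sets called by limma moved with scaling. For the AtSPP-overexpressed lines (124 as reported) it was 2625 after quantile normalization, 354 after median centring, 227 without the dimmer probe sets, 39 over probe sets paired with 1 gene, 0 with the 6 arrays alone (2537 at an unadjusted p under 0.05, 644 by rank products), 2 with a replicate block and 5 to 51 with 1 array left out. For the knockdown lines (3072) it was 6917 after quantile normalization, 22376 after median centring, 1439 over probe sets paired with 1 gene, and 1540 to 2193 with 1 array left out. Between the 2 kinds of line (986) it was 2379 after quantile normalization, 22155 after median centring, 375 over probe sets paired with 1 gene, 428 with the 6 arrays alone, 590 with a replicate block and 343 to 847 with 1 array left out. Of the 124, 3072 and 986 calls, 57, 1253 and 330 were kept in the same direction after quantile normalization. Fewer tested probe sets or arrays are part of some of these; otherwise the cause was not tested. Rank products called 391 probe sets without the dimmer ones, 264 distinct genes, and 353 to 419 with 1 array left out in the AtSPP-overexpressed lines (644; 104 to 105 higher without 1 of their own arrays, 53 to 59 lower without a Col-0 array), where limma on the same arrays called 0; in the knockdown lines (1070) the values were 563, 466, 582 to 616 (154 to 155 higher without 1 of their own arrays, 125 to 139 lower without a Col-0 array) and 2594. Median centring cannot change rank products. Centring on the median difference from the mean array gave 120, 3105 and 990 in limma.
The replicate numbers do not pair the arrays: same-numbered arrays of 2 groups had correlations of deviations from -0.138 to 0.208 and others from -0.222 to 0.214. The replicate block gave rank product counts of 630 and 1057, 2346 for the knockdown lines in limma and 2 shifted lists in each line, and left 0 probe sets called in the same direction in both lines.
The signal-to-noise statistic (0.561 and 0.961) was 4.75 and 2.34 for AtSPP alone, 11.0 and 39.2 at its highest, 0.393 and 0.591 as a median, 6.49e-05 and 1.26e-04 with a floored SD, 0.649 and 1.29 over the brighter probe sets, and 0.662 to 0.716 and 1.09 to 1.18 with 1 array left out. The difference of AtSPP kept its sign throughout: in the AtSPP-overexpressed lines it was 0.20 to 0.23 with 1 array left out, and 0.22 but no longer past the threshold with a replicate block, the 6 arrays alone, or without Col-0 replicate 1 or 2 (adjusted p from 4.94e-05 to 0.106 over the alternatives); in the knockdown lines it was -0.054 to -0.044, and -0.048 and past the threshold with the 6 arrays alone and after median centring (adjusted p from 0.00443 to 0.291). Rank products called 2 root candidates, limma 0 in each alternative.
Probe sets called in both lines in the same direction (103) numbered 556 by rank products and 4 to 43 with 1 array left out. By camera with the preset correlation 1 list was shifted in each line, and with an estimated correlation 0 in each. After quantile normalization there were 0 in the AtSPP-overexpressed and 2 in the knockdown lines, and 0 to 4 and 1 to 4 with 1 array left out. By fry, run on the deposited values alone, the unfolded protein response list was lower in the AtSPP-overexpressed lines (adjusted p = 0.00745). In the knockdown lines fry called photosynthesis (adjusted p = 0.00357), ER-associated degradation (0.0151) and auxin response (0.0176) higher. It called the unfolded protein response (0.00357), heat shock (0.0176) and expansins and xyloglucan endotransglucosylases (0.0176) lower. Genes of the naming rule kept their sign in each alternative for the comparison that named them. For 19 list members that passed in the knockdown lines (HSP70-3, which also passed, is among the genes of the naming rule), 53 of 114 checks with 1 array left out were weaker, as were 6 of 19 on the 6 arrays alone, with a replicate block and after quantile normalization. Of these members, UBC32 (-5.35e-04), PER45 (-3.26e-04), JAL34 (-4.54e-04), COR47 (-1.81e-04) and GH3.3 (-2.30e-04) turned negative after median centring and UBC32 (-6.19e-05) and PER45 (-4.19e-04) after quantile normalization, as did the shift of ER-associated degradation (adjusted p = 0.705, in a range from 0.00165 to 0.705). How far signal lay above background is unknown.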

Differences from the paper's values

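The signal-to-noise statistic averaged over all probe sets was 0.561 for the AtSPP-overexpressed lines, against the paper's value of about 4.8 in Fig. S2, read by eye, and 0.961 for the knockdown lines, against the paper's value of about 2.3 in Fig. S2, read by eye; the figure does not say over which genes its values were taken. Of the alternatives set before the data were examined, the AtSPP probe set alone gave 4.75 and 2.34, which are close to the figure's values. The highest probe set (11.0 and 39.2), the median over probe sets (0.393 and 0.591), a floor on the SD (6.49e-05 and 1.26e-04), the upper part by mean level (0.649 and 1.29) and leaving out any array did not match the paper's values. The figure's value is higher for the AtSPP-overexpressed lines than for the knockdown lines. The AtSPP probe set alone gives that order, and the mean, the median and the highest over all probe sets give the opposite order.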

Other observations

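The tests of the sugar list under other scalings and without single arrays were chosen only after the result was seen; its members were fixed before their values were read.
In the AtSPP knockdown lines, which the paper compared with Col-0 but did not use to screen for substrates, the 10 largest increases named by the rule included those in EXLA1, an expansin-like gene of the cell wall (0.18, standard error 0.015, limma adjusted p = 0.00156), AT3G15450 (0.17, standard error 0.035, limma adjusted p = 0.0257), ATG8E, an autophagy gene (0.058, standard error 0.0068, limma adjusted p = 0.00389), MCCA, an enzyme of leucine breakdown (0.045, standard error 0.0034, limma adjusted p = 0.00118), and AKINBETA1, a subunit of the energy-sensing kinase SnRK1 (0.043, standard error 0.0052, limma adjusted p = 0.00448). The largest decreases were in AT1G04770, known as the sulfur deficiency gene SDI2 (-0.13, standard error 0.016, limma adjusted p = 0.00446), and AT5G20790 (-0.12, standard error 0.012, limma adjusted p = 0.00243), followed by AT1G06000 (-0.019) and ORA47, a transcription factor of jasmonate responses (-0.014, limma adjusted p = 0.0133); GTR1, a glucosinolate transporter, was also among the 10 largest (-0.0058, limma adjusted p = 0.00561). In each of these all 3 knockdown arrays lay on the same side of the 3 Col-0 arrays. With any 1 array left out, AT3G15450 reached a limma adjusted p of 0.0865, and the others named here stayed under the threshold. In the AtSPP-overexpressed lines each of these genes differed from the same Col-0 arrays in the same direction. The increases were 0.089, 0.099, 0.028, 0.016 and 0.027 in the order given. Decreases were -0.104, -0.090, -0.0098, -0.0082 and -0.0010. Only AT5G20790 passed in limma there (adjusted p = 0.045). Between the 2 kinds of line EXLA1, MCCA, AT1G06000 and GTR1 differed (limma adjusted p up to 0.0274).
Among the lists, 2 of 5 heat shock genes were lower in the knockdown lines, HSP70-3 (-0.0084) and HSP70-2 (-6.60e-04), and both measured glucosinolate genes, UGT74B1 (-0.0025) and BCAT4 (-3.51e-04), with the same numbers when adjusted over the list alone. Of 3 photosynthesis genes LHCB4.2 was higher (0.0098, limma adjusted p = 0.00144), also when adjusted over the list alone (1 gene), and it differed from the AtSPP-overexpressed lines (limma adjusted p = 0.00214). Of 10 expansins and xyloglucan endotransglucosylases, XTH16 (0.0017) and XTH18 (0.0013) were higher, and EXPA8 (-0.0017) and EXPA15 (-1.60e-04) lower; 2 were higher and 4 lower when adjusted over the list alone. Of 6 genes of ER-associated degradation, DER2.1 (7.18e-04) and UBC32 (1.67e-05) were higher as deposited (3 when adjusted over the list alone), although UBC32 turned to -6.19e-05 after quantile normalization and -5.35e-04 after centring on the array medians, and the set was shifted up (camera adjusted p = 0.0103, but adjusted p = 0.197 with an estimated correlation); after quantile normalization the shift was down (adjusted p = 0.705). Of the 6 measured among 23 genes of the unfolded protein response and ER chaperones, ERDJ3B (-8.48e-05) and BZIP17 (-3.59e-06) were lower (3 when adjusted over the list alone), with a camera adjusted p of 0.0756. By fry this list was lower (adjusted p = 0.00357). Of the 6 pollen candidates with a probe set, AT5G21100 was lower (-5.64e-04, limma adjusted p = 0.0393) in the knockdown lines, with 1 higher and 1 lower when adjusted over the list alone, and none passed in limma, by rank products or when adjusted over the list alone in the AtSPP-overexpressed lines (1 at an unadjusted p under 0.05). The study chose the pollen candidates from databases, not on these arrays. Without AtSPP knockdown replicate 3, the limma adjusted p was 0.111 for DER2.1, 0.118 for UBC32, 0.0621 for ERDJ3B, 0.096 for BZIP17, 0.0691 for EXPA15, 0.123 for XTH18, 0.067 for UGT74B1, 0.0693 for BCAT4 and 0.119 for AT5G21100; HSP70-3, HSP70-2, LHCB4.2, XTH16 and EXPA8 passed without any 1 array.
MCCA, AKINBETA1 and ATG8E are known to rise when sugar runs short, which led to the hypothesis that both kinds of line share such a response. It was tested on 14 other genes of this kind, chosen without looking at their values, of which 8 were measured. In the knockdown lines 6 were higher and none lower in limma, against 3 and 0 after quantile normalization and 5 and 3 after centring on the array medians. When adjusted over the list alone 6 were higher and 1 lower, BCKDH E1A (-1.55e-05, limma adjusted p = 0.0344 over the list, but 4.24e-05 after quantile normalization). Among the 6 were IVD, an enzyme of leucine breakdown (0.0037, standard error 3.32e-04, limma adjusted p = 0.00194), and MCCB (8.92e-04, limma adjusted p = 0.00114), which turned to -7.83e-04 after quantile normalization, as ATL8 did to -3.00e-04 after centring on the array medians. The list was shifted up (camera p = 1.88e-07, and p = 0.00633 with an estimated correlation). In the AtSPP-overexpressed lines none of the 8 passed in limma (3 at an unadjusted p under 0.05, 2 when adjusted over the list alone), all 8 differences were positive as deposited, and the list was shifted up (camera p = 2.68e-05, and p = 0.0163 with an estimated correlation). After quantile normalization the shift was lost in the AtSPP-overexpressed lines (camera p = 0.39) and weaker in the knockdown lines (camera p = 0.042, and p = 0.14 with an estimated correlation). The hypothesis came from genes found high on the same knockdown arrays, and IVD belongs to leucine breakdown as MCCA does. Genes that vary together would then shift with them, so the shift in the knockdown lines is not a fresh test. Both comparisons use the same 3 Col-0 arrays, and a state of these arrays alone would shift the list in both. The 2 shifts are therefore not independent evidence of a shared response. Such a response may be shared, but this rests on the values as normalized by the authors, and growth density or hour of harvest, which were not recorded, could give it as well.
Rank products called 644 probe sets in the AtSPP-overexpressed lines and limma 124. On 10 sets of simulated unchanged arrays with each probe set's own residual SD, rank products still called 156.5 probe sets on average (145 to 174), 24.3% of the real number. Unchanged probe sets of wide spread could therefore make up part of the 644, but this lay between the bounds set beforehand, so how large a part stays open. The simulated values were drawn independently for each probe set, without the correlation between genes. The range of 145 to 174 may therefore be too narrow for real unchanged arrays.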
